A study of Bos taurus with 9 samples. Its data were reported in "Functional annotation of the cattle genome through systematic discovery and characterization of chromatin states and butyrate-induced variations" (2019).

How the data were processed

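The data were ChIP-seq peak lists of 8 libraries of MDBK cells, from 4 antibodies (H3K9ac, H3K27ac, RNA polymerase II and H3K9me3) in control cells and in cells given 5 mM butyrate for 24 h. Libraries were sequenced on an Illumina HiSeq instrument with reads of 75 nt. The labels also list 1 input library, which was not analysed here. Each library was placed in its group by its label, and each group held 1 library.

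According to the methods of the study, the authors aligned reads to the cattle assembly UMD3.1.1 with BWA and kept reads with a unique position and few mismatches. They called peaks in each library separately with MACS2 at its default settings, against the input library of the MDBK cells. The deposited lists give the chromosome, start and end of each peak, in base pairs, with no score, fold, p-value or signal height, so no threshold other than length could be applied here. The shortest difference between end and start was 199 in all 8 lists, so starts may be counted from 1 in the lists, in which case lengths and covered bases are 1 bp per peak too low. Starts were read as counted from 0, and 1 was added to each printed start. All ChIP libraries were compared with the same input, so that regions poorly represented in it can appear as peaks in several lists at once. The overlap that a shared input alone would produce could not be simulated, because the input reads were not analysed here. The lists do not hold the number of reads per library, which was not used here, and the number of peaks called rises with depth.

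The assembly of the lists was checked against a gene table of the assembly ARS-UCD2.0. On 10 chromosomes the last peak lay more than 1 Mb beyond the last gene of that table, by 9.80 Mb on the X chromosome, and 5362 peaks lay beyond the last gene of their chromosome. Coordinates of that table were therefore not used. For this reason the comparisons of promoter peaks, of genes gaining or losing a mark and of named genes, which were planned before the data were examined, were not made, and only regions were named. The rule for regions was the longest peak of each library and, for each antibody, the 1 Mb window with the largest rise and the largest fall in covered bases.

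Peak number was given with an exact 95% Poisson interval, and the log2 ratio of butyrate to control with an exact binomial interval. Covered bases were divided by the sum over chromosomes of the last peak end in any list (2659.93 Mb). Intervals of log2 ratios of covered bases came from 1000 bootstrap resamples of 1 Mb windows. Median length had an exact binomial interval. A peak was called overlapped when a peak of the other list shared at least 1 bp with it, and shares had 95% Wilson intervals. Peaks are not independent of one another, so these intervals cover counting error only. Each overlap was set beside 100 circular shifts, in which all peaks of a chromosome were moved by the same random distance of at least 5% of its length, wrapping at its end. The fold over chance is the observed share divided by the mean of the shifts. The shifts describe the pair of lists and give no p-value. All 56 ordered pairs of libraries were computed. Relative density is the number of peaks per Mb of a chromosome divided by that of all 30 nuclear chromosomes. No test between conditions was run, since groups of 1 allow none.

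The overlap procedure was tested on simulated data. The H3K27ac comparison was simulated with 94603 peaks, with 30% of them planted in overlap, and 30.0% was recovered. The H3K9ac, Pol II and H3K9me3 comparisons, with 74114, 56225 and 25623 peaks, recovered 29.9%, 30.1% and 30.0% of the same 30%. With 0% planted, the fold over chance was 0.99 for H3K9ac, 1.00 for H3K27ac, 0.95 for Pol II and 1.04 for H3K9me3. The recovered share was corrected for the overlap of shifted lists, whereas the shares in the results are not. Planted peaks were centred on real butyrate peaks and the others were placed at random. The simulation therefore checks the counting only, and it does not show how the shifts behave where peaks cluster. It also used fewer shifts than the results.

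The alternatives fixed before the data were examined were a minimum length of 500 bp in place of a stricter threshold, joining of peaks less than 1 kb apart, autosomes only, an overlap of at least 50% of the length of a peak, lists of equal size by random draw or by keeping the longest peaks, shares in covered bases, and chance from independent placement of each peak. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, with fixed random seeds.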

Results

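Chromatin immunoprecipitation sequencing (ChIP-seq) was performed in MDBK cells, an established epithelial cell line derived from bovine kidney, with or without exposure to butyrate. Butyrate is a short-chain fatty acid made by rumen microbes, and it inhibits histone deacetylases. Cells received 5 mM butyrate for 24 h, and untreated cells served as control. The study used 4 antibodies. H3K9ac and H3K27ac are acetyl marks of active chromatin, RNA polymerase II (Pol II) marks transcribing regions, and H3K9me3 is a mark of repressed chromatin. Each of the 8 combinations of antibody and condition had 1 library, and 1 further library was the input, which is DNA without immunoprecipitation. The data for each ChIP library were a list of peak positions without a height or score. The 8 lists held 673926 peaks, and no 2 peaks of a list overlapped or touched. These lists do not hold the read depth of the libraries, which was not used here. Because there was 1 library per group, no difference between conditions had a replicate check, and the intervals given here cover counting error or variation along the genome only. The control libraries were sequenced on lane 4 and the butyrate libraries on lane 5, so that lane and treatment could not be told apart.

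The first comparison addressed whether butyrate changed how much of the genome carried each mark. The H3K9ac list grew from 74125 peaks in control (95% Poisson interval, 73592 to 74661) to 115114 peaks after butyrate (114450 to 115781). The H3K27ac list grew from 94617 (94015 to 95222) to 187475 peaks (186627 to 188326). The H3K9me3 list grew from 25628 (25315 to 25944) to 89487 peaks (88902 to 90075). The Pol II list shrank from 56240 (55776 to 56707) to 31240 peaks (30895 to 31588). On the log2 scale, the ratio of butyrate to control was 0.64 for H3K9ac, 0.99 for H3K27ac, -0.85 for Pol II and 1.80 for H3K9me3. Restriction to peaks of at least 500 bp moved these ratios most, and it changed the direction of 2 of the 4 antibodies. Under this restriction, H3K9ac peaks fell from 15130 to 12199 (log2 ratio -0.31) and Pol II peaks rose from 578 to 1185 (log2 ratio 1.04). H3K27ac peaks of this length rose from 19421 to 48328 (log2 ratio 1.32), and H3K9me3 peaks from 227 to 3445 (log2 ratio 3.92).

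Genome coverage, taken over a span of 2659.93 Mb, changed in the same directions as peak number. Coverage by H3K9ac was 1.09% in control and 1.39% after butyrate, with a log2 ratio of 0.35 (95% interval over resampled 1 Mb windows, 0.33 to 0.38). Coverage by H3K27ac was 1.43% and 3.05%, with a log2 ratio of 1.09 (1.06 to 1.12). Coverage by Pol II was 0.522% and 0.319%, with a log2 ratio of -0.71 (-0.76 to -0.66). Coverage by H3K9me3 was 0.236% and 0.909%, with a log2 ratio of 1.95 (1.90 to 1.99). In peaks of at least 500 bp, the log2 ratio of covered bases changed sign for H3K9ac (-0.55) and for Pol II (1.23).

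**Figure D1:**
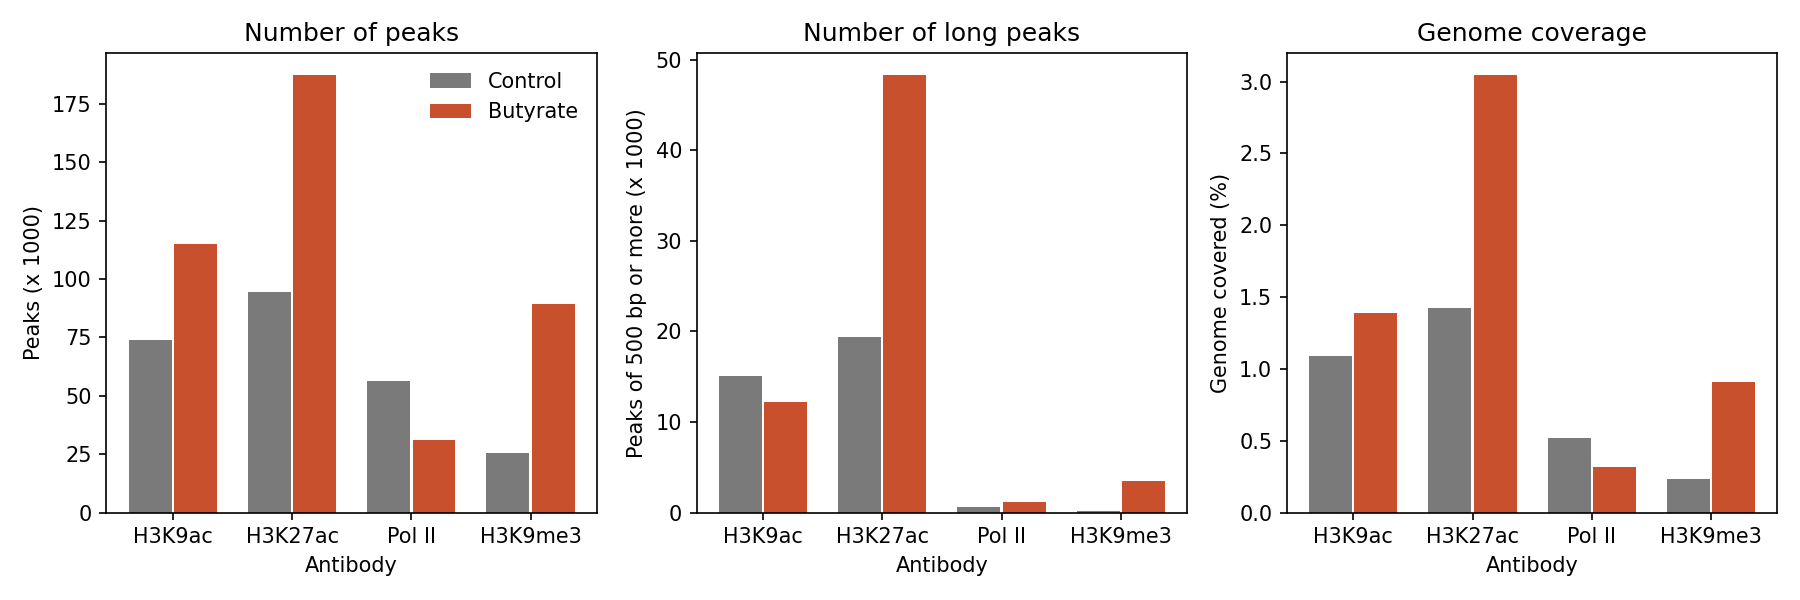
Number of peaks in units of 1000, number of peaks of at least 500 bp in units of 1000, and percent of the genome covered, for each antibody in 1 control library (grey bars) and 1 butyrate library (orange bars), without error bars because no group had replicates. H3K9ac rises from 74125 to 115114 peaks overall but falls from 15130 to 12199 among the longer ones, and Pol II falls from 56240 to 31240 overall but rises from 578 to 1185.

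The shortest peak was 199 bp long in every list. Median length of H3K9ac peaks was 300 bp in control (95% binomial interval of the median, 299 to 302) and 271 bp after butyrate (270 to 272). It was 288 bp (287 to 289) and 326 bp (325 to 327) for H3K27ac, 219 bp (218 to 220) and 235 bp (234 to 236) for Pol II, and 219 bp (218 to 219) and 232 bp (232 to 233) for H3K9me3. Among H3K27ac peaks of at least 500 bp, the log2 ratio of medians was -0.020, opposite in sign to that of the whole lists (0.18). H3K9ac peaks of at least 1 kb fell from 2572 to 651. Peaks at the 199 bp minimum made up 36.6% of the control Pol II list and 35.5% of the control H3K9me3 list, against 8.20% of the control H3K9ac list and 14.8% of the control H3K27ac list. After butyrate these shares were 25.4% for Pol II, 29.4% for H3K9me3, 13.1% for H3K9ac and 7.04% for H3K27ac.

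The next comparison asked how many positions kept a mark through the treatment. A control peak was called retained when a butyrate peak of the same antibody overlapped it by at least 1 bp. By this measure, 65.9% of control H3K27ac peaks (95% Wilson interval, 65.6 to 66.2) and 48.6% of control H3K9ac peaks (48.3 to 49.0) were retained. For H3K9me3 the share was 16.1% (15.7 to 16.6), and for Pol II it was 4.62% (4.45 to 4.79). All 4 shares were above those obtained after shifting the lists along the chromosomes. The mean shifted share was 5.55% for H3K27ac, 3.08% for H3K9ac, 2.18% for H3K9me3 and 0.729% for Pol II, and the observed shares were 11.9, 15.8, 7.39 and 6.33 times as high. Drawing lists of equal size at random lowered the retained share most for H3K27ac (34.8%), and keeping only peaks of at least 500 bp lowered it most for H3K9ac (26.6%). That minimum was applied to both lists, so a control peak that met only shorter butyrate peaks counted as not retained. Of control H3K9ac peaks of at least 1 kb, 90.7% met a butyrate H3K9ac peak of any length.

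In the reverse direction, 67.2% of butyrate H3K9ac peaks (95% Wilson interval, 66.9 to 67.4) and 67.7% of butyrate H3K27ac peaks (67.4 to 67.9) met no control peak and were called gained. The gained share was 91.7% (91.4 to 92.0) for Pol II and 95.4% (95.2 to 95.5) for H3K9me3. The alternative that moved a gained share most was the reduction of the butyrate H3K27ac list to its longest peaks, as many as in control, which gave 54.9%. Gained peaks of the acetyl marks lay near control peaks of the same mark. The median distance from a gained peak to the nearest control peak was 5.34 kb for H3K9ac, against 65.6 kb after shifting, and 3.14 kb for H3K27ac, against 42.1 kb. The distances were closer to those after shifting for Pol II (9.30 kb against 19.3 kb) and for H3K9me3 (29.7 kb against 44.2 kb).

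Peaks found in both conditions were longer than peaks found in 1 condition. Butyrate H3K9ac peaks that also occurred in control had a median length of 324 bp, and gained ones 254 bp. For H3K27ac these lengths were 466 bp and 291 bp. Of the gained H3K9ac peaks, 49.2% (95% Wilson interval, 48.8 to 49.5) overlapped a butyrate H3K27ac peak, whereas 14.8% (14.6 to 15.1) overlapped a control H3K27ac peak. Of the H3K9ac peaks found in control but not after butyrate, 60.0% (59.5 to 60.5) overlapped a butyrate H3K27ac peak. A somewhat lower share of them, 53.3% (52.8 to 53.8), overlapped a control H3K27ac peak. The butyrate H3K27ac list was the longer one (187475 against 94617 peaks), which raises the shares against it. For all control H3K9ac peaks, the mean of the shifts was 5.54% against butyrate and 2.74% against control H3K27ac. For all butyrate H3K9ac peaks these means were 5.22% and 2.54%.

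The overlap between antibodies was then compared within each condition, in order to ask whether active marks and H3K9me3 shared positions. In control, 60.3% of H3K9ac peaks (95% Wilson interval, 60.0 to 60.7) overlapped an H3K27ac peak, which was 22.0 times the mean of the circular shifts. After butyrate the share was 61.7% (61.4 to 62.0), or 11.8 times the mean of the shifts, since the H3K27ac list then covered more of the genome. Among control Pol II peaks, 9.46% (9.22 to 9.70) overlapped control H3K27ac peaks, which was 3.87 times chance, meaning the mean of the shifts. Among butyrate Pol II peaks, 59.2% (58.7 to 59.8) overlapped butyrate H3K27ac peaks, which was 11.7 times chance. Requiring 500 bp in both lists moved the fold over chance most for H3K9ac, to 53.7 in control and 24.3 after butyrate.

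The control H3K9me3 list overlapped the acetyl marks about as often as the control Pol II list did. Of its peaks, 9.67% (95% Wilson interval, 9.31 to 10.04) met a control H3K27ac peak, or 3.89 times chance. After butyrate, 5.83% of H3K9me3 peaks (5.68 to 5.98) met an H3K27ac peak, or 1.18 times chance. In peaks of at least 500 bp the latter fold was 0.94 (0.77 to 1.15), so that no excess over chance was detectable among them. Across conditions, 40.1% of butyrate Pol II peaks (39.5 to 40.6) overlapped control H3K27ac peaks, which was 16.1 times chance.

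**Figure D2:**
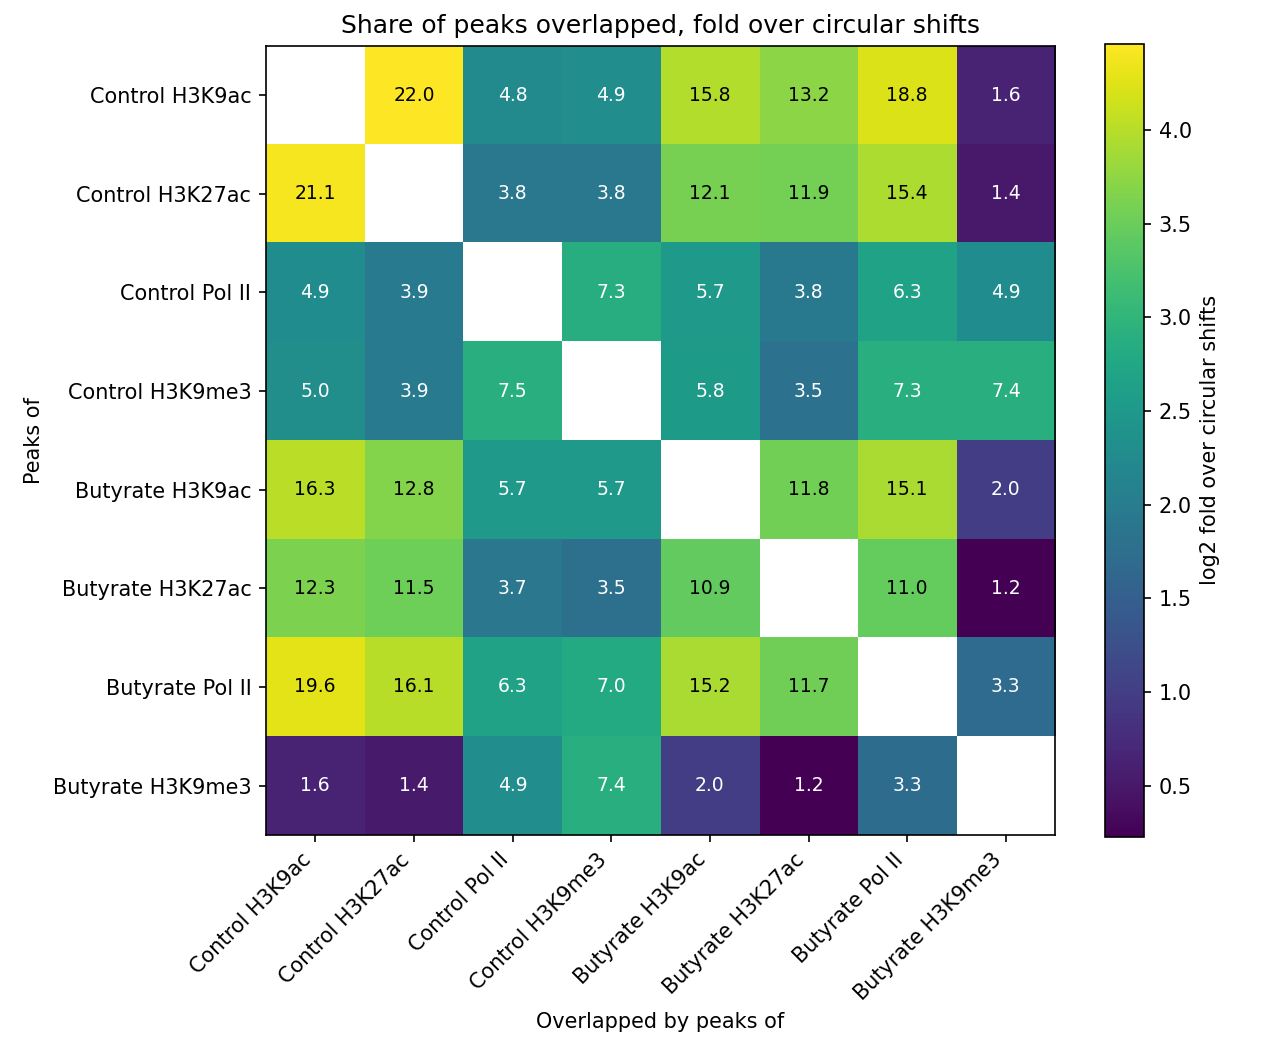
Share of the peaks of each library (rows) overlapped by the peaks of each other library (columns), divided by the mean share after 100 circular shifts, with 1 library per row and column and colour on a log2 scale. Control Pol II and control H3K9me3 are alike against control H3K27ac, at 3.87 and 3.89, and differ against butyrate H3K9me3, at 4.89 and 7.39, whereas butyrate Pol II reaches 11.7 against butyrate H3K27ac and butyrate H3K9me3 stays at 1.18.

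The lists were combined to show how far positions were shared among all 8 libraries. Overlapping peaks joined into 393927 regions, of which 268446 (68.1%) held peaks of 1 library and 85 held peaks of all 8.

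Changes by chromosome were compared to learn whether they were spread over the genome. H3K27ac and H3K9me3 peaks rose on all 30 nuclear chromosomes, with log2 ratios from 0.74 on chromosome 14 to 1.17 on chromosome 17 for H3K27ac, and from 0.96 on chromosome 5 to 2.70 on chromosome 18 for H3K9me3. H3K9ac peaks rose on the 29 autosomes, by up to 0.93 on chromosome 17. On the X chromosome they fell from 852 to 601 (log2 ratio -0.50, 95% interval -0.66 to -0.35). Pol II peaks fell on 29 chromosomes, by the largest amount on chromosome 14 (log2 ratio -1.49), while the change was not detectable on chromosome 19 (log2 ratio 0.02, -0.10 to 0.14) or chromosome 25 (-0.15, -0.32 to 0.02).

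Peaks were unevenly spread in every library. Relative to all nuclear chromosomes, the number of peaks per Mb on chromosome 5 was 3.60 for control H3K9me3, 2.71 for control Pol II, 2.07 for butyrate Pol II and 2.01 for butyrate H3K9me3. It was 1.67 and 1.43 for H3K9ac, and 1.51 and 1.30 for H3K27ac, in control and butyrate respectively. The stricter minimum of 500 bp raised the value most for control H3K9me3, to 7.62, a value resting on 77 peaks of chromosome 5. On chromosome 14 the relative densities were 3.27 and 2.13 for H3K9me3, and 2.55 and 1.63 for Pol II. In H3K9me3 after butyrate, chromosome 18 rose from a relative density of 0.82 to 1.52. The X chromosome had low densities in all libraries, from 0.093 in butyrate H3K9ac to 0.30 in control H3K27ac.

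**Figure D3:**
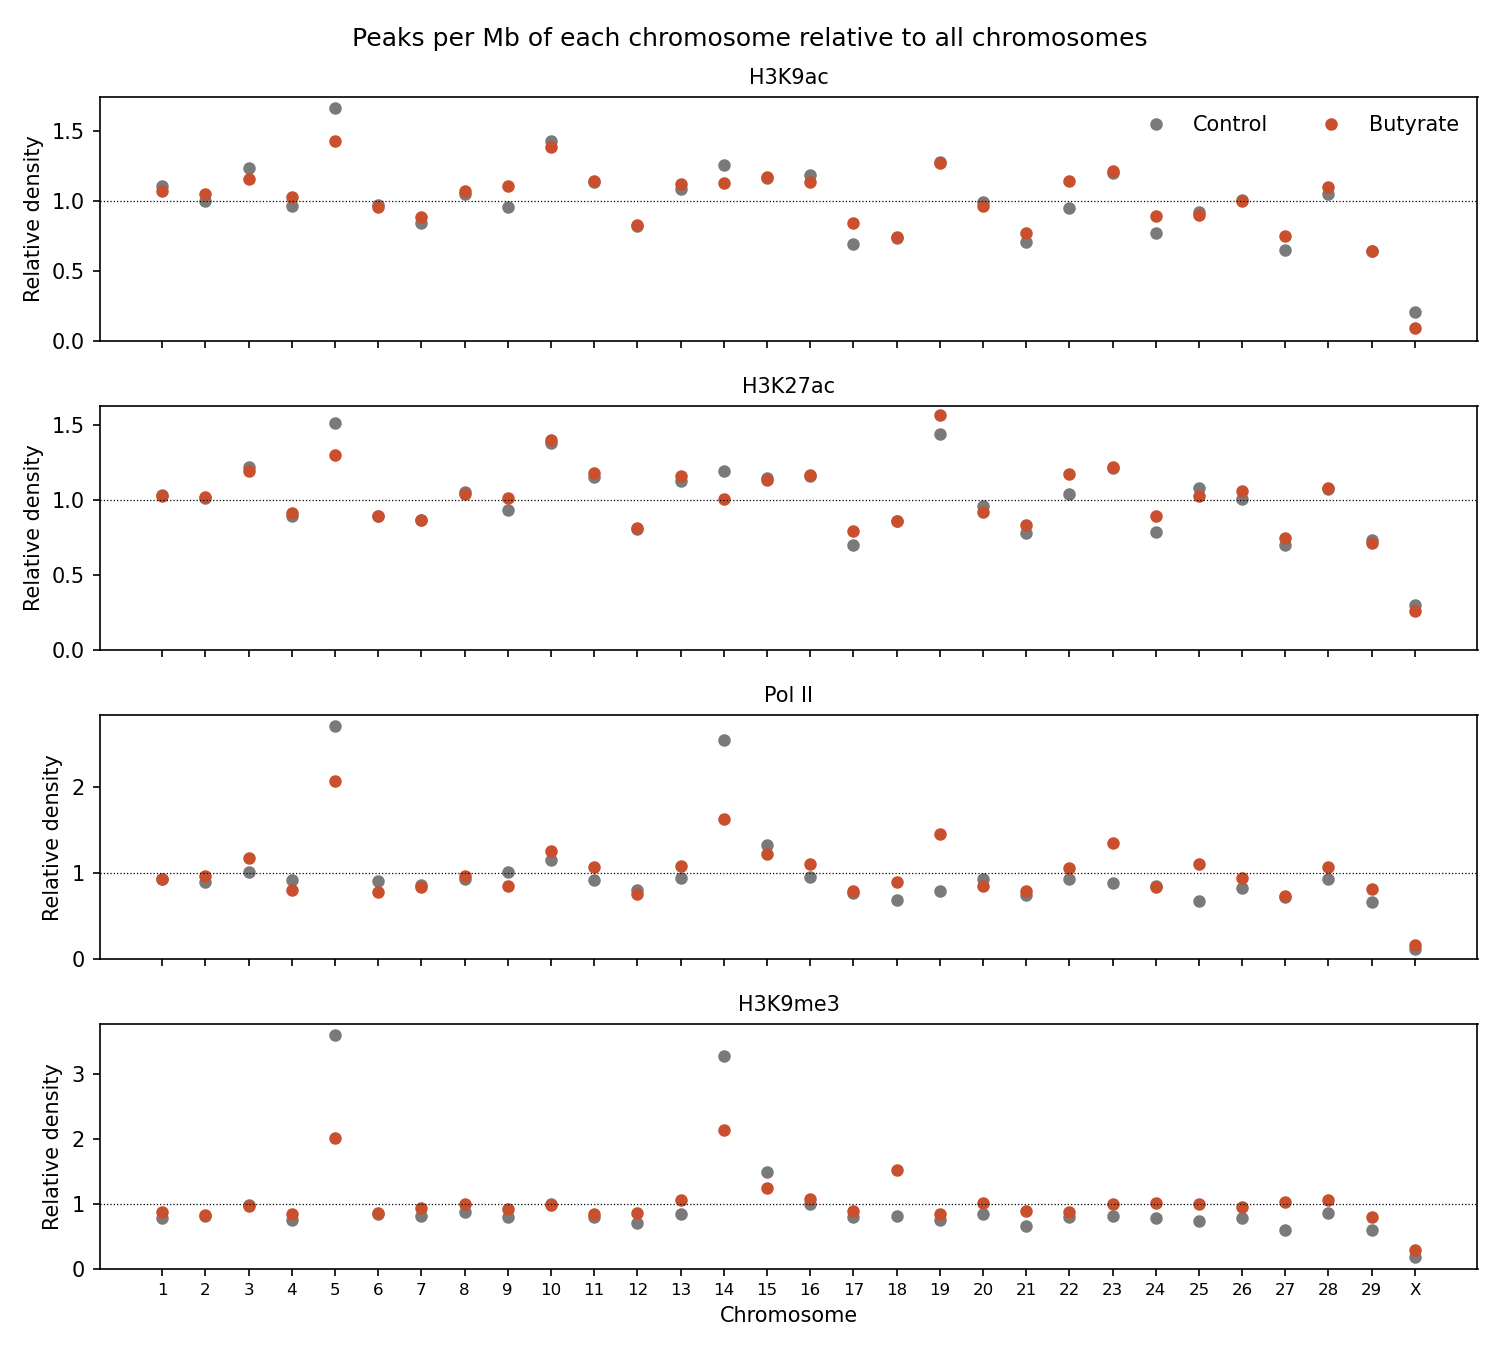
Peaks per Mb of each nuclear chromosome divided by peaks per Mb of all nuclear chromosomes (vertical axis, a ratio without unit), for 1 control (grey) and 1 butyrate (orange) library per antibody, without error bars; the dotted line marks 1. Chromosomes 5 and 14 stand out for Pol II and H3K9me3, with 3.60 and 3.27 in control H3K9me3, and chromosome 18 rises to 1.52 in butyrate H3K9me3.

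Regions were named by a fixed rule, with positions counted from 1 in the coordinates of the lists, for which the methods of the study name the cattle assembly UMD3.1.1. No gene annotation of that assembly was used here, so the genes at these positions are not given. Among 1 Mb windows, the largest rise in H3K9ac was at 43000001 to 44000000 of chromosome 15, where covered length went from 65.5 kb to 107.1 kb. The largest fall in H3K9ac was at 37000001 to 38000000 of chromosome 16, from 87.4 kb to 40.2 kb. H3K27ac rose most at 79000001 to 80000000 of chromosome 1, from 62.4 kb to 210.3 kb, and fell most at 29000001 to 30000000 of chromosome 10, from 58.6 kb to 27.5 kb. Pol II rose most at 44000001 to 45000000 of chromosome 29, from 8.10 kb to 23.8 kb, and fell most at 41000001 to 42000000 of chromosome 14, from 22.4 kb to 1.67 kb, on a chromosome where control Pol II peaks were dense throughout. H3K9me3 rose most at 47000001 to 48000000 of chromosome 18, where 47 control peaks covered 11.8 kb and 344 butyrate peaks covered 122.6 kb. Its largest fall, from 11.1 kb to 9.97 kb at 53000001 to 54000000 of chromosome 15, was 1 of 13 falls among 2677 windows. The number of windows that rose and fell was 1848 and 537 for H3K9ac, 2178 and 299 for H3K27ac, and 540 and 2096 for Pol II.

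**Figure D4:**
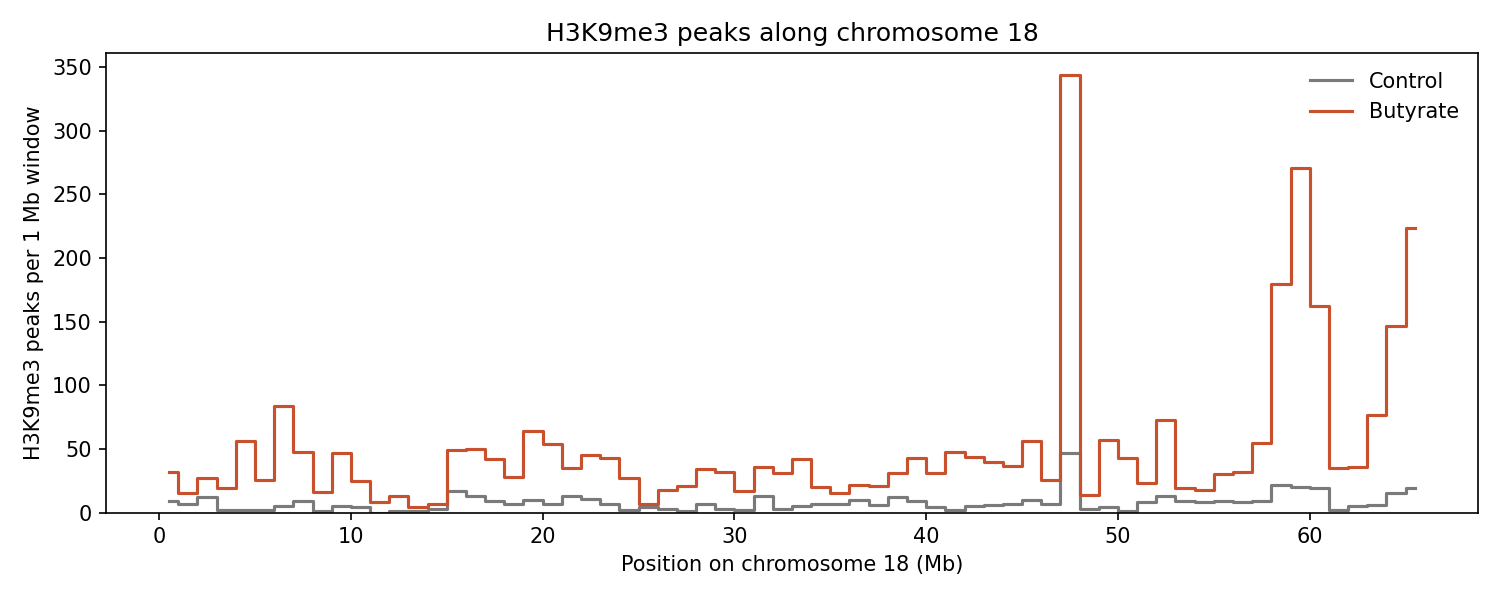
Number of H3K9me3 peaks in 1 Mb windows (vertical axis) along chromosome 18 (horizontal axis, position in Mb) in the control library (grey line) and the butyrate library (orange line), 1 library each. The window at 47000001 to 48000000 holds 47 control and 344 butyrate peaks, and that at 59000001 to 60000000 holds 20 and 271.

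The longest peak of control H3K9ac lay on chromosome 27 from 15051012 to 15056851 (5840 bp), inside the longest peak of control H3K27ac, from 15049834 to 15057234 (7401 bp). The longest peak of butyrate H3K27ac was on chromosome 4 from 95462699 to 95468556 (5858 bp). For control Pol II it was on chromosome 19 from 11030486 to 11032810 (2325 bp), and for butyrate Pol II on chromosome 29 from 44278687 to 44284186 (5500 bp), in the window of the largest rise. In the other 3 libraries the longest peak lay on the mitochondrial genome, from 9962 to 13031 (3070 bp) for butyrate H3K9ac, from 5179 to 14280 (9102 bp) for control H3K9me3 and from 9890 to 14280 (4391 bp) for butyrate H3K9me3. The mitochondrial genome carries no histones, and between 51.5% (control H3K27ac) and 91.8% (control H3K9me3) of it was covered by peaks in the 8 lists.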

Values the study reported

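Over its 38 epigenomic data sets, the study reported 1,624,657 peaks in total and 42,754 per data set on average. The highest number was 187,475, for H3K27ac in MDBK cells given butyrate. Peaks covered 1.31% of the genome on average. The input of the MDBK experiment comprised 5,709,815 clean reads. Of 934 genes upregulated by butyrate in rumen epithelial primary cells, 729 gained at least 1 active mark in MDBK cells, and of 332 downregulated genes, 302 lost at least 1.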

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

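The tests named here on weak enrichment and on exchanged lists were chosen after the overlaps were seen. The number of Pol II peaks fell after butyrate (log2 ratio -0.85), while the numbers of H3K9ac, H3K27ac and H3K9me3 peaks rose. The difference was not tested, since each group had 1 library. Of control Pol II peaks, 4.62% were overlapped by butyrate Pol II. The retained share of H3K9me3 was 16.1%, and it stayed above that of Pol II with a 500 bp minimum (14.1% against 4.84%), with 50% overlap (11.7% against 3.12%), in covered bases (12.1% against 3.34%) and with the longest peaks kept (7.96% against 5.76%). After a random draw, which shortened the butyrate list for H3K9me3 and the control list for Pol II, the shares were 4.78% and 4.69%, so part of the gap follows the size of the butyrate lists.

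The low share is taken over control peaks, so the length of the control list cannot by itself lower it. Trimming that list tests only which control peaks are counted. When only the longest control Pol II peaks were kept, as many as the butyrate list held, 5.76% of them were overlapped by butyrate Pol II. The share was thus low among the longer peaks as well. In the other direction, where a longer control list offers more peaks to meet, 8.31% of butyrate Pol II peaks met a control Pol II peak. An exchange of the control Pol II and control H3K9me3 lists would not restore the overlap either, as 5.51% of control H3K9me3 peaks were overlapped by butyrate Pol II. That list met butyrate Pol II (7.35 times chance) about as far above chance as butyrate H3K9me3 (7.39 times).

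Weak enrichment in the control Pol II library remains a candidate explanation. Its peaks met control H3K27ac peaks 3.87 times as often as chance, no more than the 3.90 times of control H3K9me3 in the same run of shifts, whereas butyrate Pol II met butyrate H3K27ac 11.7 times as often. In an alternative, each H3K27ac list was cut to its longest peaks, as many as the list compared with it held. Control Pol II then stood above control H3K9me3 (3.59 against 3.24), and butyrate Pol II was still far higher (19.1). The Pol II and H3K9me3 lists stayed whole, and the cut H3K27ac lists differed in size. The control Pol II list may therefore hold many background calls, and its larger size may not mean more Pol II. Among peaks of at least 500 bp the log2 ratio was 1.04, in the opposite direction to the whole list. Butyrate Pol II peaks met control H3K27ac 16.1 times as often as chance, so many of them lay at positions that were acetylated in control. A loss and relocation of Pol II under butyrate stays open as a biological explanation and was not tested. Read depth was not used here, and lane differs with treatment, so that an effect of lane cannot be told apart from that of butyrate.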

How the results depend on the processing

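The settings of all alternatives given here were fixed before the data were examined. The plan named no chromosome, and the alternatives for chromosomes 5, 18 and X concern chromosomes that stood out in the results. No paired analysis was possible because each group had 1 library. A value counts as moved when it left the 95% interval of the value reported, which is narrow in lists of this size. Of 122 alternative values, 28 stayed inside that interval, 89 moved and 5 changed sign. Of the 28, 4 say nothing about stability, because a random draw from a list leaves the overlapped share of that list where it was. Promoter peaks and genes gaining or losing a mark were not run, so their alternatives gave no values.

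A minimum length of 500 bp changed the sign of 5 log2 ratios. These were peak number of H3K9ac (-0.31) and Pol II (1.04), covered bases of H3K9ac (-0.55) and Pol II (1.23), and median length of H3K27ac (-0.020). The cause was not tested. With this minimum, peak number moved to 1.32 for H3K27ac and 3.92 for H3K9me3, covered bases to 1.24 and 3.99, and H3K9me3 median length to 0.12. For the shares, both lists were held to this minimum. Retained shares were 26.6% for H3K9ac, 65.1% for H3K27ac, 4.84% for Pol II and 14.1% for H3K9me3, and gained shares 66.7%, 73.6%, 97.7% and 99.0%. Overlap with H3K27ac as fold over chance was 53.7 in control and 24.3 after butyrate for H3K9ac, 4.08 and 18.8 for Pol II, and 2.34 and 0.94 for H3K9me3. Relative density on chromosome 5 in control and butyrate was 1.78 and 2.14 for H3K9ac, 6.33 and 2.38 for Pol II, and 7.62 and 2.77 for H3K9me3, and 1.52 for butyrate H3K27ac. The log2 ratio was -2.82 for H3K9ac on the X chromosome and 5.80 for H3K9me3 on chromosome 18. The excess on chromosome 5 and the fall on the X chromosome thus kept their direction.

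Joining peaks less than 1 kb apart changed no direction. The log2 ratio of peak number became 0.84 for H3K9ac, 0.76 for H3K27ac, -0.96 for Pol II and 1.66 for H3K9me3. That of covered bases became 1.16 for H3K27ac, -0.60 for Pol II and 2.11 for H3K9me3, and that of median length -0.21 for H3K9ac, 0.82 for H3K27ac, 0.12 for Pol II and 0.11 for H3K9me3. Retained shares moved to 55.8% for H3K9ac and 4.84% for Pol II, and gained shares to 63.3% for H3K27ac, 90.6% for Pol II and 94.9% for H3K9me3. With autosomes only, the retained share was 49.0% for H3K9ac and 66.2% for H3K27ac, and the other values stayed within their intervals.

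An overlap of at least 50% of the length of a peak gave retained shares of 35.7% for H3K9ac, 57.1% for H3K27ac, 3.12% for Pol II and 11.7% for H3K9me3. It gave gained shares of 73.6%, 77.2%, 94.8% and 97.3%, as a stricter overlap must lower the first and raise the second. Fold over chance for overlap with H3K27ac in control and butyrate was 35.4 and 17.0 for H3K9ac, 4.47 and 16.1 for Pol II, and 4.54 and 1.41 for H3K9me3. Shares in covered bases were 37.0%, 60.2%, 3.34% and 12.1% retained, and 71.0%, 71.8%, 94.5% and 96.9% gained, for H3K9ac, H3K27ac, Pol II and H3K9me3.

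Lists of equal size by random draw lowered the retained share to 32.4% for H3K9ac, 34.8% for H3K27ac and 4.78% for H3K9me3, as fewer butyrate peaks can overlap, and raised the gained share to 95.3% for Pol II. Keeping the longest peaks gave retained shares of 39.0%, 50.6%, 5.76% and 7.96%, and gained shares of 60.7%, 54.9%, 94.2% and 92.2%, for H3K9ac, H3K27ac, Pol II and H3K9me3. For the overlap with H3K27ac, the H3K27ac list was always the longer one, so only that list was cut to its longest peaks. Fold over chance in control and butyrate was then 24.2 and 13.4 for H3K9ac, 3.59 and 19.1 for Pol II, and 3.24 and 1.11 for H3K9me3. With each peak placed independently it was 21.7 and 11.6 for H3K9ac and 11.5 for butyrate Pol II. Under the 4 alternatives run for the overlap with H3K27ac (500 bp minimum, 50% overlap, longest H3K27ac peaks and independent placement), butyrate Pol II met H3K27ac further above chance than control Pol II did. The lists hold no read depth and depth was not used here, so the part of a difference in peak number that comes from depth was not tested.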

Other observations

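The test of a loss of X chromosome signal, the ratios of the excess in the Pol II and H3K9me3 lists, the comparison of dense windows without chromosomes 5 and 14 or on chromosome 18 alone, and the comparison of broken peaks with H3K27ac were chosen after results were seen. The control Pol II and control H3K9me3 lists, made with antibodies against opposite states of chromatin, resembled each other in their overlap with 3 of the 4 acetyl lists. Their fold over chance was 4.87 and 5.01 against control H3K9ac, 5.73 and 5.76 against butyrate H3K9ac, and 3.87 and 3.89 against control H3K27ac. The last pair stayed alike with 50% overlap (4.47 and 4.54) and independent placement (3.83 and 3.85). It parted when control H3K27ac was cut to its longest peaks, as many as each list held, at 3.59 (95% interval, 3.48 to 3.71) and 3.24 (3.04 to 3.46). The cut H3K27ac list was then shorter for control H3K9me3 than for control Pol II. With the 500 bp minimum the pair was 4.08 (3.16 to 5.24) and 2.34 (1.46 to 3.70), with overlapping intervals. Against butyrate H3K27ac the whole lists gave 3.82 (95% interval, 3.76 to 3.89) and 3.53 (3.44 to 3.62), which differ beyond counting error. Control H3K9me3 peaks met control Pol II peaks 7.45 times as often as chance, about as far above chance as they met butyrate H3K9me3 peaks (7.39 times). The lists also differed in that control Pol II met butyrate H3K9me3 4.89 times as often as chance, with an interval of 4.77 to 5.01 that excludes the 7.39 times of control H3K9me3, and the values against butyrate Pol II were 6.33 and 7.35. After butyrate the lists of these antibodies parted, with 11.7 and 1.18 against butyrate H3K27ac. No biological explanation was tested for the resemblance, and all of these libraries share an input.

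Chromosomes 5 and 14 held an excess of peaks in the Pol II and H3K9me3 lists. A few dense clusters would leave the typical window unchanged, but the median 1 Mb window of chromosome 5 held 4.93 times as many control H3K9me3 peaks as that of the other autosomes, and 89.3% of its windows were above that median. Background calls that follow copy number cannot be told apart from other explanations here. If background calls were the shortest peaks, the excess in the acetyl lists would be larger among them. For this comparison alone, density was taken relative to the other autosomes in place of all nuclear chromosomes. On chromosome 5, however, the density of peaks of 199 bp was between 0.43 and 0.89 times that of peaks of at least 500 bp. On chromosome 14 it was at most 0.97 times. In the butyrate acetyl lists the shortest peaks showed no excess over the other autosomes, at 0.93 for H3K9ac and 0.96 for H3K27ac on chromosome 5, and 0.81 and 0.76 on chromosome 14. In the control acetyl lists they did show one, at 1.48 for H3K9ac and 1.36 for H3K27ac on chromosome 5, and 1.10 and 1.12 on chromosome 14. In the Pol II and H3K9me3 lists the ratio of the shortest to the longer peaks was under 1 in 7 of 8 cases over both chromosomes. It went from 0.19 for control Pol II on chromosome 5 to 1.24 for butyrate Pol II on chromosome 14, which rests on 47 longer peaks. Extra copies may lengthen background calls and strengthen true peaks as well, so these ratios exclude neither, and coverage of the input, which would decide, was not analysed here. The excess was lower after butyrate for Pol II and H3K9me3.

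H3K9me3 peaks gathered on chromosome 18 after butyrate, where 6 of the 20 densest windows outside chromosomes 5 and 14 were found. Weak enrichment in the control library is a candidate explanation. The 20 windows densest in butyrate held a median of 34 control peaks, 4.86 times the genome median, but 11 of them were on chromosomes 5 and 14. Without these chromosomes the ratio was 2.43, and for the 20 densest windows of chromosome 18 alone it was 1.43. Over the whole of chromosome 18 the control list had a relative density of 0.82. The windows densest over the genome may therefore have carried H3K9me3 before treatment. On chromosome 18 alone the ratio of 1.43 rests on 20 windows, which include windows far less dense than its 6 densest. Those 6 held between 15 and 47 control peaks, against a genome median of 7, so the ratio of 1.43 does not describe them. A true gain on that chromosome, in its densest windows as well as over the rest, stays open and was not tested.

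H3K9ac peaks became more numerous but shorter after butyrate, whereas H3K27ac peaks became more numerous and longer. Breaking of long peaks into several calls was examined first. Among control H3K9ac peaks of at least 1 kb, 47.0% were overlapped by 2 or more butyrate peaks, and 33.6% of butyrate peaks of that length were overlapped by 2 or more control peaks. These shares were 48.4% and 36.0% for H3K27ac, which lengthened. The butyrate H3K27ac list held more peaks than the butyrate H3K9ac list (187475 against 115114). A longer list offers more double overlaps, so these shares do not tell in which mark breaking was more common. Joining peaks less than 1 kb apart left the log2 ratio of H3K9ac peak number at 0.84 and that of median length at -0.21. Breaking would not produce the 77313 butyrate peaks that met no control peak. Long control H3K9ac peaks were mostly still marked, as 90.7% met a butyrate H3K9ac peak, but butyrate peaks covered 47.0% of their bases, against 74.5% for H3K27ac. A weaker H3K9ac signal at strong sites with new weak sites elsewhere is a hypothesis that could arise from butyrate or from a difference in depth, and depth was not used here. Lane and treatment coincide and cannot be told apart.

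In the whole lists, the X chromosome was the only nuclear chromosome on which H3K9ac peaks fell. Among peaks of at least 500 bp, H3K9ac fell over all chromosomes together (log2 ratio -0.31), and by more on the X chromosome (-2.82). In the whole lists, without the 5 windows of the X chromosome with the largest fall, the log2 ratio was still -0.37 (95% interval -0.53 to -0.21). Peaks fell in 75 of its 149 windows and rose in 37. A loss of X chromosome signal from all butyrate libraries, as by loss of a chromosome copy, is argued against by the other antibodies. Relative to the autosomes, the X chromosome rose by 0.65 on the log2 scale for H3K9me3 and by 0.49 for Pol II, and fell by 0.20 for H3K27ac, against a fall of 1.15 for H3K9ac. A change in H3K9ac that is particular to the X chromosome stays open as a hypothesis, in a list of 601 peaks from 1 library.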
